A study of Rattus norvegicus with 60 samples.

How the data were processed

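RNA levels were measured in 3 brain regions of rats, the hippocampus, the cortex and the striatum, on 60 Affymetrix arrays, 1 array per sample. Per the labels, rats of the strain given as SD were treated for 21 days. Lithium chloride (LiCl) was mixed into the chow at 0.2% and compared with plain chow, here the chow vehicle. Lamotrigine, at a dose of 30 mg/kg, was injected under the skin each day and compared with injections of its vehicle. A field of the labels names the tissue as mouse and another names constant delivery for all samples. The organism, strain, array and design text give rat and daily injection, which were used. Microdissected regions were snap-frozen, total RNA was extracted with Trizol, and biotinylated cRNA was prepared by the array maker's protocol. Each of the 12 groups (4 treatments in each of 3 regions) held 5 arrays, and groups were taken from the labels alone. The sample descriptions carry numbers that were read as animal numbers, which gives 24 animals. The 10 animals of the injection arm (lamotrigine and its vehicle) gave all 3 regions, while the LiCl and chow vehicle groups drew on 7 animals each over the 3 regions, if the numbers are read as they stand. In the chow arm the numbers of the hippocampus are shifted against those of the other 2 regions, and whether these are other animals or another numbering is not given in the sources used here. A check was made with 86 probe sets chosen on the injection arm. Hippocampus arrays of the chow arm whose number also stands in another region matched an array of that region with r from 0.792 to 0.92. Against the striatum, chow vehicle animals 52 and 53 of the hippocampus matched each other's number (r = 0.817 and 0.919), not their own (-0.593 and -0.466). Animals 38, 39, 54 and 55 matched none above 0.523. Apart from 52 and 53 of the striatum the matches followed the numbers, which were used as they stand. Nothing else says that the samples of a group are separate animals.

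The deposited table holds, per the submitters' processing notes, values that the authors computed with RMA in R 2.7.2, that is with background correction, normalization between arrays and a summary per probe set. The deposited values are intensities on a linear scale, from 6.93 to 28582.4, and not the log2 values for which the tests were planned, so log2 was taken first, with no pseudocount. Median intensities per array lay between 93.5 and 101, and no 2 arrays held identical values. Precision is limited by the number of arrays. Whether all 60 arrays were normalized together is not given in the sources used here. At the same rank the brightest array exceeded the dimmest by a factor of 1.08 to 1.15, so the distributions were close but not identical. Normalization between arrays moves values that change on most probe sets of a group, and a group whose arrays differ in spread can then show many small changes of opposite sign in dim and bright probe sets.

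The table has 31099 probe sets. The 57 control probe sets were left out and 31042 were tested. Gene symbols come from the array platform's annotation, which can be old: 20826 of the tested probe sets carry 1 symbol (14217 genes), 436 carry several and were not named, and 9780 are unnamed here. No genome build comes with the table, so no coordinates are given. Levels are log2 intensities, which do not rank genes by abundance.

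Each region was fitted apart over its 20 arrays with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend; values were read with the data.table package, version 1.17.8), with 1 mean per group and no block. Contrasts were LiCl against chow vehicle, lamotrigine against injection vehicle, injection vehicle against chow vehicle, and the difference between the LiCl and the lamotrigine effect. Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over the 31042 probe sets, and a probe set was called at an adjusted p under 0.05. Whether an effect differed between regions was tested with an F test in 1 fit of all 60 arrays and 12 groups, with the animal as a random block (consensus correlation 0.133). Fits of this test with 1 array left out kept that correlation.

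Lists of genes, 37 in all, were fixed before the data were examined. They covered signalling and stress pathways, ion channels and receptors, and markers of the region's own neurons, of glia and vessels and of neighbouring tissue such as choroid plexus, meninges and blood. Each list was tested with camera at a preset correlation of 0.01, with 1 probe set per gene (the highest mean over all arrays), at an adjusted p under 0.05 over the 37 lists. The same lists were tested with camera and a correlation estimated from the data, which kept none of the lists called in any comparison, and with fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes. Fry called 14 lists for LiCl in the cortex and 0 in each of the other 5 drug comparisons. Within a list, members were also counted with p-values adjusted over the list alone.

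The genes to be named were set by a rule made before the data were examined. It takes the 12 largest rises and the 12 largest falls among called probe sets with 1 symbol. Where fewer than 6 passed in a direction, the probe sets of smallest p, up to 6, are given as values that did not pass. To these it adds list members called over all probe sets or over the list alone (at most 6 per list and comparison), up to 6 members of smallest p of each called list, and the 8 called genes of smallest p in the tests between regions, drugs and vehicles. Where a gene had several probe sets, the one of smallest p was taken, and for list members the one that stood for the gene in the list. Of the list members that the rule takes, the text names examples, picked after their values were seen, and counts only some others. The design, the tests and the other settings to be tried were likewise set before the data were examined. Hyou1 and Rap2b were followed array by array only after their values were seen.

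The other settings were quantile normalization, centring on array medians, a filter on dim probe sets (mean log2 value of at least 6), no intensity trend, array weights, the ratio of 3' to 5' control probe sets as a covariate, a replicate block, 1 probe set per gene, the 2 groups compared alone, all 60 arrays with the animal block, a looser adjusted p of 0.10, a fold of at least 1.2, and each array left out in turn. Chosen after seeing the data were the spread of each array's log2 values (75th minus 25th percentile) as a covariate, fits without the 10 arrays whose choroid plexus level lay more than 1 log2 unit above the median of their region, the levels of choroid plexus and meninges genes as covariates, and an exchange of 2 animal numbers. Each count was also set against other splits of the same arrays (100 splits, the real one included). For the LiCl effect between regions whole animals were relabelled, which was chosen after the data were seen. The scripts were tested on simulated data with 200 changed probe sets per comparison. Changes of 1.2-fold were recovered in 14.9% to 26.9% of cases over the 6 drug comparisons, changes of 1.5-fold in 76.1% to 85.1% and changes of 2-fold in 95.5% to 98.5%, with 1.48% to 5.84% false calls.

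Replicate numbers do not pair the samples, since the same number names different animals in 2 groups. Region markers matched the labels: the mean level of the striatal neuron list was 10.78 to 11.33 on the striatum arrays and 7.23 to 7.68 on all others.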

Results

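RNA levels were measured in the hippocampus, cortex and striatum of rats that received LiCl in chow, lamotrigine by injection, or the vehicle of either drug. Each region held 20 arrays, with 5 arrays in each of the 4 groups, and each array gave 31042 tested probe sets. LiCl is a mood stabilizer, and lamotrigine is an anticonvulsant that is also used as one. Each drug was compared with its own vehicle in each region to ask which RNA levels differed after 21 days. Levels are log2 intensities, differences are drug minus vehicle with the SE of the fit, and group means are given with the SD over arrays. Adjusted p-values for probe sets are from limma. Every gene described as risen or fallen lay beyond the mean of its vehicle group in 5 of 5 drug arrays, except Rab14 and Hspa1a with LiCl and Dusp1 with lamotrigine, all in the cortex, with 4 of 5. The other named values, which did not pass, had their direction in at least 3 of 5 drug arrays.

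In the hippocampus of LiCl rats, Pkib, an inhibitor of cAMP-dependent protein kinase, fell by 0.95 ± 0.12 (1.93-fold lower, adjusted p = 0.00513), from 6.81 ± 0.21 to 5.86 ± 0.23 (n = 5 per group). Baiap2, an actin regulator of dendritic spines, rose by 0.89 ± 0.17 (1.85-fold, adjusted p = 0.0276), from 6.52 ± 0.26 to 7.41 ± 0.10. The activity-regulated gene Arc rose by 0.79 ± 0.15 (1.73-fold, adjusted p = 0.0297), and Inhba, which encodes a subunit of activin, rose by 0.52 ± 0.09 (adjusted p = 0.014). The further largest rises were those of the endocytic scaffold Itsn2 (0.64 ± 0.11), the metalloreductase Steap4 (0.61 ± 0.12), the adhesion protein Amigo2 (0.55 ± 0.09), the BMP antagonist Grem1 (0.54 ± 0.11), Akap13 (0.54 ± 0.11), the cap-binding factor Eif4e3 (0.48 ± 0.08), the receptor Gpr83 (0.46 ± 0.08), the astrocyte connexin Gjb6 (0.44 ± 0.09) and the noncoding RNA Gas5 (0.42 ± 0.08). After Pkib, the largest falls were log2 changes of -0.50 ± 0.09 for Sphk1, which makes sphingosine 1-phosphate, -0.48 ± 0.08 for the lectin Clec4f and -0.46 ± 0.08 for the transporter Slc6a20b. Zfp385c, Fsd2, the acid-sensing channel Asic3, Azin2, Fam83h, Dux4, Wfdc6a and the class I histocompatibility gene RT1-CE12 also fell, with log2 changes from -0.44 to -0.39 and adjusted p from 0.014 to 0.0437.

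Genes of the endoplasmic reticulum chaperones and the unfolded protein response had higher values in the LiCl hippocampus in 20 of 25 cases (median log2 change 0.117). Over all probe sets 1 of them rose, Creld2 (0.39 ± 0.08, adjusted p = 0.035), and 7 rose adjusted over the list alone. The list was called higher by camera (adjusted p = 0.000122), but with adjusted p = 0.802 with an estimated correlation. Among its members, Manf (0.33 ± 0.07, adjusted p = 0.0501), Hspa5 (0.26 ± 0.07, adjusted p = 0.0904) and Dnajb11 (0.18 ± 0.05, adjusted p = 0.139) did not pass over all probe sets. Cytosolic heat shock genes had higher values in 15 of 15 cases (median 0.093), with 0 rises over all probe sets and 2 adjusted over the list alone, Bag3 (0.36 ± 0.12) and Hspa1a (0.35 ± 0.11). Camera gave adjusted p = 0.0162, and adjusted p = 0.802 with an estimated correlation. Markers of the thalamus and other neighbouring tissue had lower values in 13 of 16 cases (median -0.107), with 2 falls adjusted over the list alone, of Slc18a3 (-0.38 ± 0.10) and Oxt (-0.28 ± 0.08), while Calb2 differed by -0.33 ± 0.15. Camera called this list lower (adjusted p = 0.048; adjusted p = 0.802 with an estimated correlation). The casein kinase Csnk1e, which acts in the circadian clock and in Wnt signalling, fell by 0.26 ± 0.05 (adjusted p = 0.0379).

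Lithium inhibits GSK3 and inositol monophosphatase, and the lists around both were examined in the hippocampus. Among 14 targets of Wnt and beta-catenin, 0 rose or fell over all probe sets and 1 rose adjusted over the list alone (camera adjusted p = 0.418). Among 24 Wnt pathway and GSK3 components, 1 fell, Csnk1e (camera adjusted p = 0.865), and the inositol list was not called (camera adjusted p = 0.647). The list of 22 immediate early genes was not called (camera adjusted p = 0.817), with a median of -0.0157 and a mean of 0.0337, which differ in sign. Of its members, 1 rose over all probe sets, and 4 rose and 1 fell adjusted over the list alone. Rims1 (-0.34 ± 0.08), Gria4 (-0.33 ± 0.08), Adcy8 (-0.73 ± 0.19) and Pkp2 (0.53 ± 0.14) did not pass over all probe sets, with adjusted p from 0.0607 to 0.0966.

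Of the 31042 probe sets, 73 were called in the LiCl hippocampus, 42 higher and 31 lower, from 62 genes with 1 symbol. With arrays centred on their medians 72 were called, 29 higher and 43 lower. The mean level of choroid plexus genes was 6.78 ± 0.99 in the LiCl and 6.53 ± 0.59 in the chow vehicle arrays, with LiCl replicate 2 at 8.29 and chow vehicle replicate 5 at 7.57. The count by limma was 0 with the spread of each array as a covariate, where 2092 had an unadjusted p under 0.05 against 4827 without it. It was 1, a rise, without the arrays high in choroid plexus genes and 26 with quantile normalization. None of the called genes named passed in the first or the second of these settings, and for Pkib, named first, adjusted p was 0.327, 0.0512 and 0.00728 in the 3 settings, with changes of -0.92, -0.93 and -0.97. With 1 array left out it was 5 without LiCl replicate 5, 8 without chow vehicle replicate 2, 14 without LiCl replicate 1, 21, 35 and 256 without chow vehicle replicates 1, 3 and 5, and 28 and 43 without LiCl replicates 3 and 2. The heat shock list was no longer called without chow vehicle replicate 2 or 5 (highest adjusted p = 0.104), without the arrays high in choroid plexus genes (adjusted p = 0.118), with the spread covariate (adjusted p = 0.513) or with dim probe sets left out (adjusted p = 0.0502). The list of neighbouring tissue was no longer called with quantile normalization (adjusted p = 0.129), the 3' to 5' covariate (0.105), the replicate block (0.0581), the spread covariate (0.974), dim probe sets left out (0.31) or all probe sets of a gene (0.052), nor without LiCl replicate 1, 3 or 5 or chow vehicle replicate 1, 2 or 4 (highest adjusted p = 0.131).

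**Figure D1:**
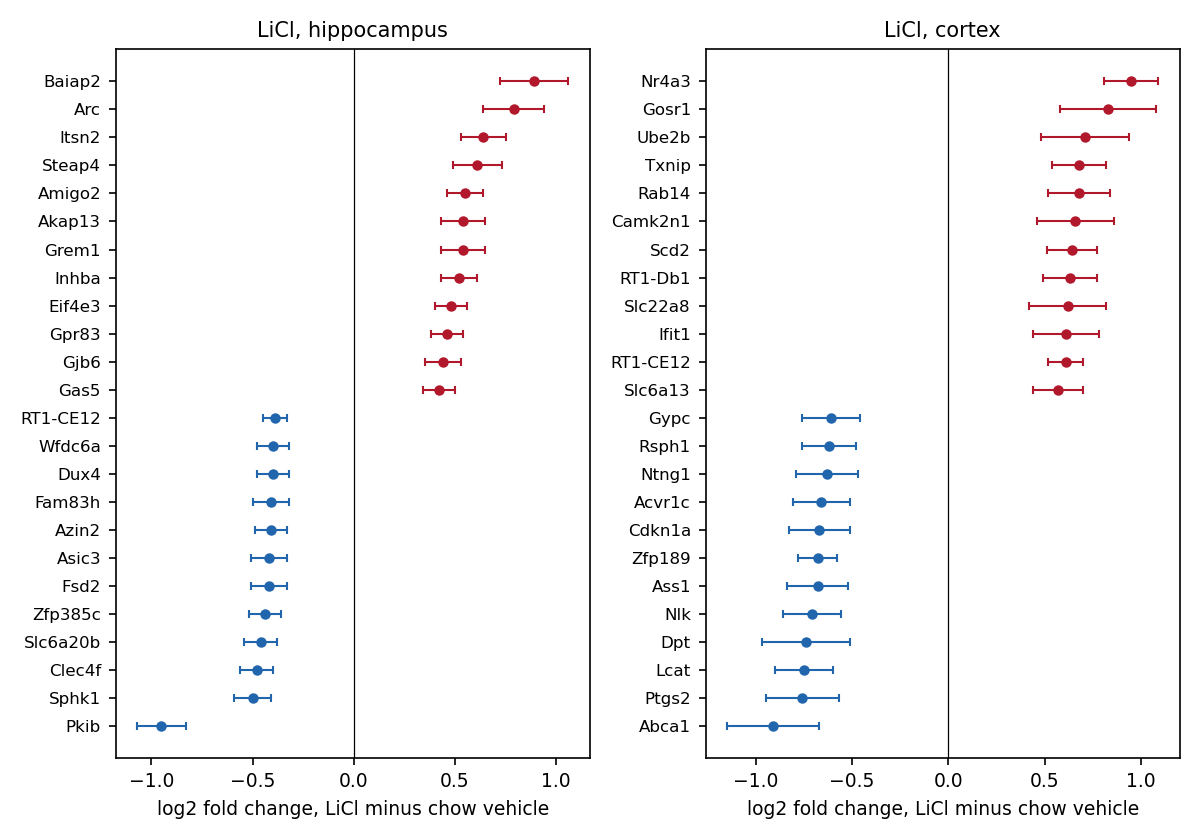
Log2 fold changes (LiCl minus chow vehicle, n = 5 per group) of the 12 largest rises and 12 largest falls among called genes in the hippocampus and the cortex. Points are fitted values and bars their SE, red for rises and blue for falls. Pkib at -0.95 in the hippocampus and Nr4a3 at 0.95 in the cortex stand at the ends of the range.

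In the cortex LiCl rats showed many more differences. The nuclear receptor Nr4a3, an activity-induced gene, rose by 0.95 ± 0.14 (1.94-fold, adjusted p = 0.00152), from 6.03 ± 0.25 to 6.98 ± 0.21 (n = 5 per group), although 1 of its 2 other probe sets was called lower. The thioredoxin inhibitor Txnip rose by 0.68 ± 0.14 (1.60-fold, adjusted p = 0.00549). The neurotrophin Bdnf fell by 0.47 ± 0.10 (1.38-fold lower, adjusted p = 0.00775). The transcription factor gene Zfp189 fell by 0.68 ± 0.10 (adjusted p = 0.000994), and the cholesterol exporter Abca1 by 0.91 ± 0.24 on the log2 scale (1.87-fold lower, adjusted p = 0.0201). Further large rises were those of the Golgi SNARE Gosr1 (0.83 ± 0.25), the ubiquitin-conjugating enzyme Ube2b (0.71 ± 0.23), Rab14 (0.68 ± 0.16, with 3 of 4 other probe sets called lower), Camk2n1, an inhibitor of CaM kinase II (0.66 ± 0.20), the desaturase Scd2 (0.64 ± 0.13), the class II gene RT1-Db1 (0.63 ± 0.14), the organic anion transporter Slc22a8 (0.62 ± 0.20), RT1-CE12 (0.61 ± 0.09), the interferon-induced Ifit1 (0.61 ± 0.17) and the GABA transporter Slc6a13 (0.57 ± 0.13). Further large falls were log2 changes of -0.76 ± 0.19 for the prostaglandin synthase Ptgs2, -0.75 ± 0.15 for Lcat, -0.74 ± 0.23 for Dpt, -0.71 ± 0.15 for the kinase Nlk, -0.68 ± 0.16 for Ass1, -0.67 ± 0.16 for the cell cycle inhibitor Cdkn1a, -0.66 ± 0.15 for Acvr1c, -0.63 ± 0.16 for Ntng1, -0.62 ± 0.14 for Rsph1 and -0.61 ± 0.15 for Gypc. All of these had adjusted p between 0.000994 and 0.0407.

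Genes of inositol and phosphoinositide metabolism had lower values in 23 of 27 cases in the LiCl cortex (median -0.0875). Of these, 7 fell both over all probe sets and adjusted over the list alone, among them the diacylglycerol kinase Dgkb (-0.45 ± 0.08), the inositol trisphosphate kinase Itpka (-0.30 ± 0.06), the inositol transporter Slc2a13 (-0.28 ± 0.05), the phospholipase Plcb4 (-0.31 ± 0.08) and the lipid kinase Pi4ka (-0.23 ± 0.06). Camera called the list lower (adjusted p = 0.0111), with adjusted p = 0.369 with an estimated correlation. In the list of protein kinase C and cAMP signalling, lower values were found for 19 of 26 genes and 6 fell over all probe sets and over the list alone, including Creb1 (-0.39 ± 0.10), Prkce (-0.28 ± 0.08) and Prkacb (-0.16 ± 0.05). Camera gave adjusted p = 0.0476, and adjusted p = 0.369 with an estimated correlation. GABA receptor genes had lower values in 12 of 12 cases (median -0.155), and 5 fell: Gabrb2 (-0.25 ± 0.05), Gabra4 (-0.42 ± 0.13), Gabra3 (-0.35 ± 0.10), the scaffold Gphn (-0.19 ± 0.05) and Gabbr2 (-0.19 ± 0.06). Camera called the list lower (adjusted p = 0.0161; adjusted p = 0.369 with an estimated correlation). Circadian clock genes had lower values in 14 of 19 cases, with 4 falls over all probe sets and 8 adjusted over the list alone: Rora (-0.50 ± 0.10), Bhlhe40 (-0.56 ± 0.17), Nr1d2 (-0.27 ± 0.06) and Clock (-0.16 ± 0.05) fell over all probe sets (camera adjusted p = 0.0476; adjusted p = 0.417 with an estimated correlation).

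Inflammatory mediators had higher values in 21 of 27 cases (median 0.162), with 2 rises, of Nos2 (0.40 ± 0.09) and the chemokine Ccl4 (0.38 ± 0.13), and 2 falls, of Ptgs2 and Cebpb (-0.52 ± 0.10). Camera called the list higher (adjusted p = 0.0111; adjusted p = 0.369 with an estimated correlation). Ccl4 had the opposite sign, at -0.03, when the spread of each array was a covariate. Genes of the interferon response and antigen presentation had higher values in 19 of 24 cases and 3 rose, the class II genes RT1-Db1 and RT1-Ba (0.42 ± 0.08) and Usp18 (0.38 ± 0.12), with camera adjusted p = 0.0111 and adjusted p = 0.417 with an estimated correlation. Markers of other cell types also stood higher: 15 of 15 microglial genes had higher values with 0 rises over all probe sets or over the list alone (camera adjusted p = 0.0153; adjusted p = 0.599 with an estimated correlation), among them Laptm5 (0.19 ± 0.07) and Cx3cr1 (0.18 ± 0.07). Choroid plexus genes had higher values in 13 of 14 cases and 2 rose, Prlr (0.44 ± 0.10) and the water channel Aqp1 (0.34 ± 0.08), while Ttr differed by 1.71 ± 0.77 (adjusted p = 0.134). Camera gave adjusted p = 0.0111, and adjusted p = 0.422 with an estimated correlation. Meningeal and fibroblast genes had higher values in 11 of 12 cases (median 0.409) and 1 rose, Slc6a13, while Islr differed by 0.65 ± 0.23 (camera adjusted p = 0.0111; adjusted p = 0.693 with an estimated correlation). The mean level of choroid plexus genes was 6.42 ± 0.13 in the LiCl and 6.08 ± 0.10 in the chow vehicle cortex, and that of meningeal genes 6.77 ± 0.40 and 6.38 ± 0.27.

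In lists that camera did not call in the cortex, single genes passed. Glutamate receptors and their scaffolds held 5 falls over all probe sets and 6 adjusted over the list alone (camera adjusted p = 0.121), including the NMDA receptor subunits Grin2a (-0.35 ± 0.07) and Grin2b (-0.42 ± 0.09). The potassium channel Kcnd2 (-0.35 ± 0.06) and the calcium channel subunit Cacna2d1 (-0.33 ± 0.07) fell, as did Asns (-0.41 ± 0.07) and Ddit3 (-0.30 ± 0.07) of the unfolded protein response and the cortical neuron markers Cux2 (-0.55 ± 0.13) and Fezf2 (-0.36 ± 0.08). Of 22 immediate early genes, 1 rose, Ccn1 (0.47 ± 0.08), and Fosb (-0.53 ± 0.14) and Homer1 (-0.27 ± 0.07) fell (camera adjusted p = 0.312). Adjusted over the list alone, 1 rose and 3 fell. Nrn1 (-0.28 ± 0.05) fell with Bdnf among the neurotrophins and activity-regulated secreted factors (camera adjusted p = 0.283). Targets of Wnt and beta-catenin as a list were not called (camera adjusted p = 0.443), nor were the Wnt pathway and GSK3 components (camera adjusted p = 0.705). Of 21 genes of cholesterol synthesis, 3 fell over all probe sets and 6 adjusted over the list alone, including Fdft1 (-0.27 ± 0.07), and camera gave adjusted p = 0.137. Cytosolic heat shock genes, which had higher values in the hippocampus, had lower values in 10 of 15 cases in the cortex (median -0.0819; camera adjusted p = 0.151; fry adjusted p = 0.0377). Hspa4l (-0.26 ± 0.06), Dnajb1 (-0.20 ± 0.05), Hsp90ab1 (-0.15 ± 0.04) and Dnaja1 (-0.18 ± 0.06) fell and Hspa1a rose (0.41 ± 0.11), and 7 fell and 1 rose adjusted over the list alone. Of the synaptic vesicle genes, 3 fell, Rab3c (-0.56 ± 0.15), Vamp1 (-0.31 ± 0.09) and Pclo (-0.30 ± 0.10), and 16 of 24 had lower values (camera adjusted p = 0.324). Of the hippocampal neuron markers, Kcnip4 (-0.22 ± 0.05) and Trpc6 (-0.48 ± 0.12) fell and Dsp (0.40 ± 0.10) and Tdo2 (0.23 ± 0.07) rose, with 2 rises and 5 falls adjusted over the list alone (camera adjusted p = 0.566). With quantile normalization Rab3c and Trpc6 kept their call and the other 10 genes of these 3 lists did not. Over all probe sets, the sodium channel and the apoptosis list held 2 falls each, the neighbouring tissue list 2 rises and 2 falls, and the interneuron, medium spiny neuron, oxidative phosphorylation and osmotic lists 1 of each. The Wnt pathway, glucocorticoid and thyroid lists held 1 fall each and the proliferation list 1 rise.

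In all, 4164 probe sets were called in the LiCl cortex (13.4%), 1619 higher and 2545 lower, from 2677 genes with 1 symbol, with a median absolute change of 0.30 and 2725 of at least 1.2-fold. The spread of log2 values within an array, the 75th minus the 25th percentile, was 3.37 ± 0.06 in the LiCl and 3.58 ± 0.02 in the chow vehicle arrays, and the median change was 0.094 for probe sets under a mean level of 6 and -0.105 for those between 8 and 10. Quantile normalization, which equalizes that spread, left 1361 calls (713 higher, 648 lower), and of the 9 lists it left the microglial one called (adjusted p = 0.00981), with adjusted p from 0.0526 to 0.418 for the other 8, the interferon (0.13) and meningeal (0.0526) lists included. With the spread as a covariate limma called 0 probe sets, and 3083 had an unadjusted p under 0.05. Without it these counts were 4164 and 9478. With dim probe sets left out, the inositol (adjusted p = 0.0811), GABA receptor (0.0811), protein kinase C (0.429), circadian (0.429) and inflammatory (0.429) lists were not called, and with the spread covariate the inositol (0.137), circadian (0.164), inflammatory (0.414) and choroid plexus (0.142) lists were not. The protein kinase C list was also lost with the 3' to 5' covariate (adjusted p = 0.0637) and the inflammatory list with all probe sets of a gene (adjusted p = 0.0883). With 1 array left out the count lay between 2094 and 3974, the lowest without LiCl replicate 5, and it was 2251 and 2452 without chow vehicle replicates 4 and 2 and 2380 and 2538 without LiCl replicates 1 and 3. Without LiCl replicate 4 the microglial list was not called (adjusted p = 0.0726). The protein kinase C list was lost without LiCl replicate 2 or 3 or chow vehicle replicate 1, 2 or 3 (highest adjusted p = 0.115), and the circadian list without LiCl replicate 2 or 4 or chow vehicle replicate 1 or 3 (highest adjusted p = 0.115).

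**Figure D2:**
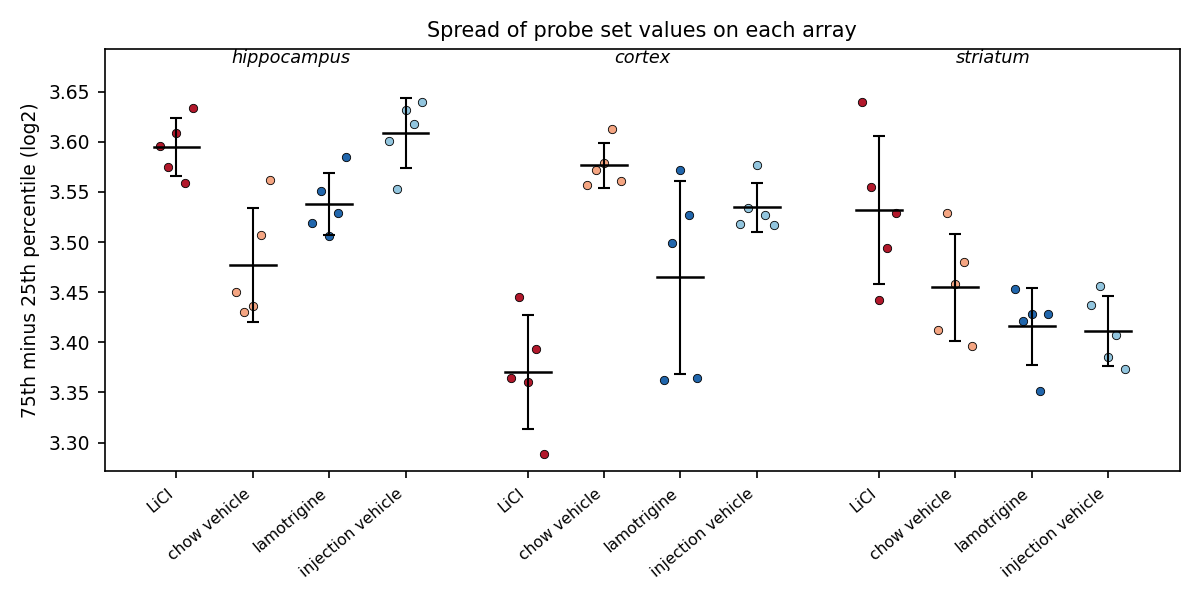
Spread of the log2 values of each array (75th minus 25th percentile), by region and treatment. Dots are arrays, bars the group mean with its SD (n = 5). The 5 LiCl cortex arrays lie between 3.289 and 3.445, below the 5 chow vehicle arrays at 3.557 to 3.613.

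In the striatum of LiCl rats no single probe set passed, and camera called 6 lists, none of which was called with an estimated correlation or by fry. Astrocyte genes had higher values in 12 of 14 cases (median 0.161): 0 rose over all probe sets and 3 rose adjusted over the list alone, the glutamine synthetase Glul (0.23 ± 0.07), Aldh1l1 (0.28 ± 0.09) and Aldoc (0.16 ± 0.06). Camera called the list higher (adjusted p = 7.28e-05), with adjusted p = 0.86 with an estimated correlation. Markers of medium spiny neurons, the main neurons of the striatum, had lower values in 15 of 18 cases (median -0.163; camera adjusted p = 0.00275; adjusted p = 0.86 with an estimated correlation), among them Ppp1r1b (-0.20 ± 0.06), Rgs9 (-0.19 ± 0.07) and Gpr6 (-0.32 ± 0.12). The mean level of this list was 10.776 on LiCl replicate 3. On the other LiCl arrays it was 11.163 to 11.328, against 11.272 to 11.312 in the chow vehicle. Genes of endothelium and pericytes had higher values in 12 of 14 cases (median 0.18; camera adjusted p = 0.00936; adjusted p = 0.86 with an estimated correlation), such as Slc2a1 (0.18 ± 0.06) and Pdgfrb (0.31 ± 0.11).

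Choroid plexus genes had higher values in 13 of 14 cases (median 1.52; camera adjusted p = 0.00234; adjusted p = 0.86 with an estimated correlation). Ttr, the thyroid hormone carrier made by the choroid plexus, was at 12.64 ± 1.72 in the LiCl and 8.81 ± 1.22 in the chow vehicle arrays, a difference of 3.83 ± 1.36 (adjusted p = 0.296, n = 5 per group). Sostdc1 (2.97 ± 1.59), Igfbp2 (2.05 ± 1.08) and Kl (1.68 ± 0.79) varied as widely, since LiCl replicates 1 and 2 had mean choroid plexus levels of 9.57 and 9.21 and the other 3 arrays 6.83, 6.46 and 6.68. Chaperones and the unfolded protein response had higher values in 21 of 25 cases (median 0.0808; camera adjusted p = 0.0109; adjusted p = 0.86 with an estimated correlation), with Manf at 0.18 ± 0.09 and Pdia6 at 0.17 ± 0.09. Calcium, potassium and HCN channels had lower values in 23 of 28 cases (camera adjusted p = 0.0444; adjusted p = 0.86 with an estimated correlation), with Cacna1b at -0.24 ± 0.10 and Hcn3 at -0.20 ± 0.07. Of the immediate early genes, 4 rose adjusted over the list alone, Ier2 (0.62 ± 0.17), Arc (1.02 ± 0.31), Fos (1.26 ± 0.41) and Dusp1 (0.62 ± 0.21), and camera did not call the list (adjusted p = 0.321).

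The probe sets of smallest p in the LiCl striatum, none of which passed, had higher values for the endosomal protein Eea1 (0.73 ± 0.12, adjusted p = 0.0767), Nr4a3 (0.61 ± 0.11), Tab3 (0.40 ± 0.07), Afg1l (0.36 ± 0.07), Plcd1 (0.36 ± 0.08) and Atg4a (0.32 ± 0.07). Lower values were found for Pdlim5 (-0.39 ± 0.07), Borcs6 (-0.41 ± 0.08), C1qtnf4 (-0.36 ± 0.07), Icoslg (-0.36 ± 0.07), Tgfa (-0.41 ± 0.09) and Cfap107 (-0.40 ± 0.08). The deiodinase Dio2 (0.57 ± 0.13) and the synaptic protein Cplx2 (0.36 ± 0.08) rose adjusted over their lists alone, though not over all probe sets. Limma called 0 of 31042 probe sets, against 3828 at an unadjusted p under 0.05, and in other limma fits it called 3 without the intensity trend, 53 with array weights and 104 with all 60 arrays and the animal as a block, and 8 without LiCl replicate 5. The choroid plexus list (adjusted p = 0.103) and the chaperone list (adjusted p = 0.0921) were not called without the arrays high in choroid plexus genes, nor was the channel list (adjusted p = 0.278). With the spread covariate these 3 lists had adjusted p of 0.192, 0.593 and 0.192, and the channel list had adjusted p = 0.0597 with the 3' to 5' covariate. The lists of medium spiny neurons and of endothelium were lost without LiCl replicate 3 (highest adjusted p = 0.228), the chaperone list without LiCl replicate 1 or 5 (highest adjusted p = 0.07) and the channel list without LiCl replicate 1, 2 or 3 or chow vehicle replicate 2, 3 or 4 (highest adjusted p = 0.228).

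**Figure D3:**
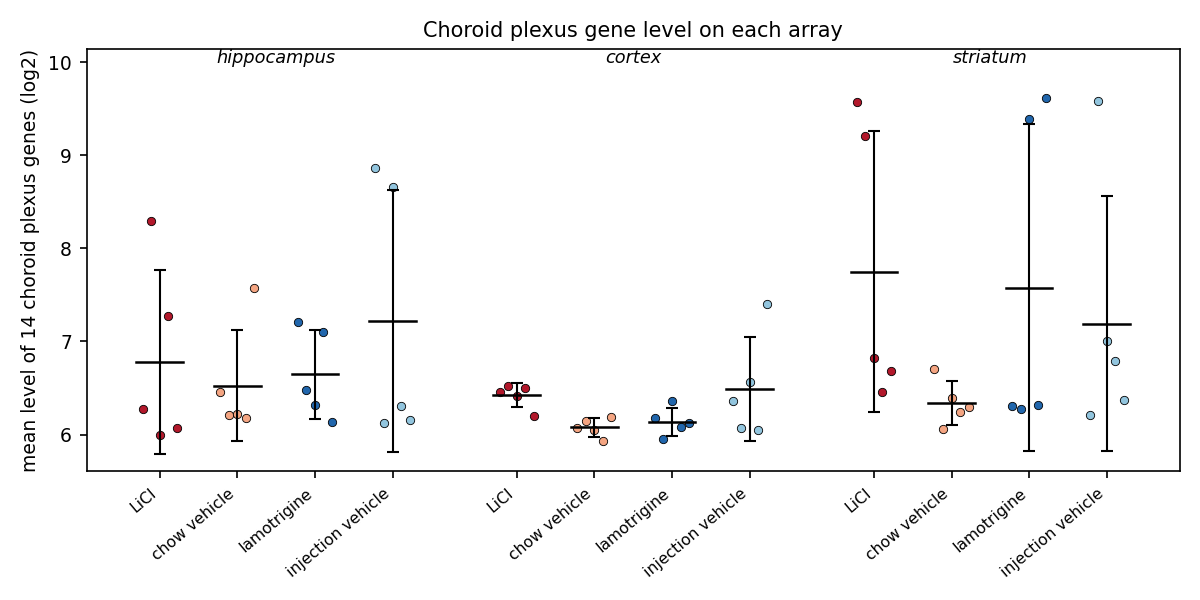
Mean log2 level of 14 choroid plexus genes on each array, by region and treatment. Dots are arrays, bars the group mean with its SD (n = 5). In the striatum LiCl replicates 1 and 2 (9.57 and 9.21), lamotrigine replicates 3 and 5 (9.39 and 9.61) and injection vehicle replicate 2 (9.58) lie far above the other arrays.

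The LiCl effect differed between the 3 regions at 5348 probe sets (17.2%). The test asks which genes LiCl changed by different amounts in hippocampus, cortex and striatum. Rpia, an enzyme of the pentose phosphate pathway, changed by -0.33 ± 0.07, 0.51 ± 0.09 and -0.35 ± 0.08 in these regions (adjusted p = 5.57e-08), and RT1-CE12 by -0.39 ± 0.06, 0.61 ± 0.09 and -0.18 ± 0.10 (adjusted p = 1.42e-07). The same order of signs was found for elastin, Eln (-0.26, 0.56 and -0.30), Pdlim5 (-0.22, 0.53 and -0.39), Zfp423 (-0.33, 0.49 and -0.28), Nfatc4 (-0.27, 0.42 and -0.29), Tead2 (-0.31, 0.50 and -0.24) and the channel subunit Kcne3 (-0.36, 0.31 and -0.37), with adjusted p from 1.42e-07 to 2.95e-06. Hippocampus and cortex shared 19 called probe sets, of which 4 had the same sign: Gas5 higher, Gap43 lower and 2 unnamed here, with Gap43 named after its values were seen. Across probe sets, which are not independent replicates, the LiCl changes of hippocampus and cortex had r = -0.228 (rho = -0.316), those of hippocampus and striatum r = 0.434 (rho = 0.43) and those of cortex and striatum r = 0.0531 (rho = -0.046). Relabelling the arrays within regions gave r as far from 0 in 2, 0 and 62 of 100 draws. The regions share animals, and relabelling whole animals gave r as far from 0 in 7, 1 and 83 of 100 draws. The spread of each array differed by region too. It was 3.59 ± 0.03 in the LiCl and 3.48 ± 0.06 in the chow vehicle arrays of the hippocampus, 3.37 ± 0.06 and 3.58 ± 0.02 in the cortex and 3.53 ± 0.07 and 3.46 ± 0.05 in the striatum, so that it was higher with LiCl where the 8 genes were lower. The LiCl change had r = 0.227, -0.379 and 0.115 with the mean level of a probe set in these regions. With the spread of each array as a covariate 8 probe sets were called, and quantile normalization over the 60 arrays gave 2139.

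Lamotrigine blocks voltage-gated sodium channels. In the hippocampus the immediate early genes had higher values after lamotrigine in 19 of 22 cases (median 0.166), with Arc at 0.51 ± 0.15, Nr4a1 at 0.27 ± 0.09 and Junb at 0.37 ± 0.14 (n = 5 per group). The list was called higher by camera (adjusted p = 3.17e-06), with adjusted p = 0.333 with an estimated correlation, and 0 members passed over all probe sets or over the list alone. Myelin and oligodendrocyte genes had lower values in 20 of 20 cases (median -0.203; camera adjusted p = 1.09e-06; adjusted p = 0.855 with an estimated correlation), including myelin basic protein, Mbp (-0.12 ± 0.05), Mobp (-0.20 ± 0.09), Ermn (-0.44 ± 0.16) and Ugt8 (-0.40 ± 0.13). Nuclear genes of oxidative phosphorylation had lower values in 34 of 36 cases, by a median of only -0.0453 (camera adjusted p = 0.00122; adjusted p = 0.855 with an estimated correlation), such as Uqcrc2 (-0.11 ± 0.04) and Cox7b (-0.09 ± 0.04). Blood cell genes had higher values in 6 of 6 cases (median 0.734) and 2 rose adjusted over the list alone, the hemoglobin gene Hbb (0.77 ± 0.23) and Alas2 (0.89 ± 0.25), while the neutrophil gene S100a9 differed by 1.07 ± 0.58 (camera adjusted p = 0.000818; adjusted p = 0.333 with an estimated correlation). Endothelial and pericyte genes had higher values in 14 of 14 cases (camera adjusted p = 0.02; adjusted p = 0.855 with an estimated correlation), with Pdgfrb at 0.17 ± 0.08. Microglial genes had lower values in 12 of 15 cases (camera adjusted p = 0.0389; adjusted p = 0.855 with an estimated correlation), with 1 fall adjusted over the list alone, of the purine receptor P2ry12 (-0.62 ± 0.15), while Cx3cr1 was at 0.28 ± 0.10. Beside these lists, choroid plexus genes had lower values in 12 of 14 cases (median -0.56; camera adjusted p = 0.0993) and meningeal genes higher values in 9 of 12 (median 0.218; camera adjusted p = 0.0661). Injection vehicle replicates 1 and 3 had choroid plexus levels of 8.86 and 8.66, against 6.13 to 6.31 on the other 3.

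The single genes of smallest p in the lamotrigine hippocampus did not pass. Higher values were found for Cad, which starts pyrimidine synthesis (0.51 ± 0.09, adjusted p = 0.123), the small GTPase Rap2b (1.09 ± 0.21, adjusted p = 0.148), the chaperone Hyou1 (0.56 ± 0.11, adjusted p = 0.148, from 7.81 ± 0.32 to 8.38 ± 0.05), the serotonin receptor Htr7 (0.30 ± 0.06), the calcium sensor Ncs1 (0.42 ± 0.09) and Tmem45a2 (0.35 ± 0.08). Lower values were found for Msh3 (-0.41 ± 0.08), Snx10 (-0.31 ± 0.06), Wwc1 (-0.45 ± 0.09), Eif2a (-0.35 ± 0.07), Fam149a (-0.52 ± 0.11) and Sh3glb2 (-0.27 ± 0.06). Limma called 1 probe set (adjusted p = 0.0277, lower by a log2 change of size 0.49), which carries several symbols and is not named, and 3063 had an unadjusted p under 0.05. With all 60 arrays and the animal as a block this probe set was not called and 1 other was, with higher values. It was not called without injection vehicle replicate 2 or 3 or any 1 of the 5 lamotrigine arrays, and 2 or 3 probe sets were called without injection vehicle replicate 1, 5 or 4. Lamotrigine replicate 4 had the highest blood gene level, 8.99 against 7.24 to 7.53 in the other 4, and without it the blood list was not called (adjusted p = 0.0708). The oxidative phosphorylation list was lost without injection vehicle replicate 4 or lamotrigine replicate 3 or 4 (highest adjusted p = 0.0949), the endothelial list without injection vehicle replicate 3, 4 or 5 or lamotrigine replicate 3 or 4 (highest adjusted p = 0.469) and the microglial list without injection vehicle replicate 3, 4 or 5 or lamotrigine replicate 3, 4 or 5 (highest adjusted p = 0.265). The spread of each array was 3.54 ± 0.03 in the lamotrigine and 3.61 ± 0.03 in the injection vehicle hippocampus, and with it as a covariate the myelin list alone of the 6 was called (adjusted p of the others from 0.0623 to 0.999). The microglial list was also lost with dim probe sets left out (adjusted p = 0.39) and without the arrays high in choroid plexus genes (adjusted p = 0.0561), and the oxidative phosphorylation list with quantile normalization (adjusted p = 0.0925).

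In the cortex of lamotrigine rats the microglial genes had lower values in 12 of 15 cases, with 1 fall adjusted over the list alone, of P2ry12 (-0.57 ± 0.14, adjusted p = 0.505 over all probe sets, and -0.68 ± 0.13, adjusted p = 0.258 on its other probe set), and Csf1r at -0.21 ± 0.10. Camera called the list lower (adjusted p = 0.00441; adjusted p = 0.791 with an estimated correlation). Endothelial and pericyte genes had lower values in 11 of 14 cases (median -0.167; camera adjusted p = 0.000515; adjusted p = 0.791 with an estimated correlation), such as the tight junction gene Cldn5 (-0.25 ± 0.13), Rgs5 (-0.23 ± 0.10) and the transporter Slco1a4 (-0.29 ± 0.12). Immediate early genes had higher values in 18 of 22 cases (camera adjusted p = 0.00441; adjusted p = 0.791 with an estimated correlation). Of these, 2 rose adjusted over the list alone, Dusp1 (0.50 ± 0.16) and Maff (0.24 ± 0.07), with Junb at 0.34 ± 0.16. The mean level of this list was 8.375, 8.192 and 8.212 on lamotrigine replicates 1, 2 and 5. On replicates 3 and 4 it was 7.725 and 7.752, below every injection vehicle array (7.789 to 8.064). Lower values were also found for 10 of 14 choroid plexus genes (median -0.233; camera adjusted p = 0.0571), 9 of 12 meningeal genes (median -0.302; camera adjusted p = 0.0572) and 11 of 14 astrocyte genes (camera adjusted p = 0.0606). Of the genes of smallest p, none of which passed, Rap2b (0.87 ± 0.19), Hyou1 (0.61 ± 0.13), Gadd45g (0.61 ± 0.14), Cxcl2 (0.38 ± 0.08), Plau (0.39 ± 0.09) and Eaf2 (0.31 ± 0.08) had higher values. Ptprd (-1.05 ± 0.23), Pik3c2a (-0.48 ± 0.09), Tbl1x (-0.39 ± 0.07), Sync (-0.29 ± 0.06) and Setsip (-0.20 ± 0.05) had lower values. Limma called 0 probe sets, with 1799 at an unadjusted p under 0.05 and a smallest adjusted p of 0.258. It called 2 without injection vehicle replicate 5, the 1 cortex array high in choroid plexus genes, and 1 without injection vehicle replicate 4. Without lamotrigine replicate 2 none of the 3 lists was called (highest adjusted p = 0.296). The immediate early list was also lost without injection vehicle replicate 3 or lamotrigine replicate 1, and the microglial list without injection vehicle replicate 3 (highest adjusted p = 0.126). With the spread covariate the immediate early list was not called (adjusted p = 0.743).

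In the striatum of lamotrigine rats calcium, potassium and HCN channel genes had lower values in 24 of 28 cases (median -0.0927), among them Cacna1a (-0.35 ± 0.15) and Cacna1e (-0.25 ± 0.11). The list was called lower by camera (adjusted p = 2.73e-05), with adjusted p = 0.657 with an estimated correlation. Lower values were also found for 21 of 30 genes of glutamate receptors and scaffolds (camera adjusted p = 0.00973; adjusted p = 0.817 with an estimated correlation), with Gria3 at -0.20 ± 0.08 and Grin2b at -0.34 ± 0.18, and for 18 of 24 synaptic vesicle genes (camera adjusted p = 0.01; adjusted p = 0.818 with an estimated correlation), with Cplx2 at -0.21 ± 0.08 and Snap25 at -0.08 ± 0.05. Of the sodium channel genes, the family on which lamotrigine acts, and their partners, 11 of 14 had lower values (median -0.0506), with the anchor Ank3 at -0.16 ± 0.08 (camera adjusted p = 0.0343; adjusted p = 0.818 with an estimated correlation). Higher values were found for 20 of 20 cytosolic ribosomal genes (median 0.0539; camera adjusted p = 0.00143; adjusted p = 0.818 with an estimated correlation), such as Rpl6 (0.10 ± 0.05), and for 19 of 21 genes of proliferation and immature neurons (camera adjusted p = 0.0122; adjusted p = 0.818 with an estimated correlation), such as Ccnb1 (0.28 ± 0.11) and Pcna (0.18 ± 0.11). Immediate early genes had higher values in 18 of 22 cases (camera adjusted p = 0.01; adjusted p = 0.818 with an estimated correlation), with Fos at 0.91 ± 0.41, Arc at 0.71 ± 0.31 and Junb at 0.63 ± 0.20. The mean level of this list was 8.153, 7.845 and 7.857 on lamotrigine replicates 1, 2 and 5. On replicates 3 and 4 it was 7.275 and 7.155, below every injection vehicle array (7.341 to 7.658). Blood cell genes had higher values in 5 of 6 cases and 1 rose adjusted over the list alone, Hbb (0.60 ± 0.19), with Alas2 at 0.52 ± 0.21 (camera adjusted p = 0.0122; adjusted p = 0.657 with an estimated correlation).

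No single gene passed over all probe sets in the lamotrigine striatum. The smallest adjusted p belonged to LOC100911946 (0.44 ± 0.07, adjusted p = 0.136), and all others named had an adjusted p of 0.997. Among these, the purine receptor P2rx4 (0.54 ± 0.13), Oaf (0.34 ± 0.09), Hyou1 (0.63 ± 0.16), the oxytocin receptor Oxtr (0.21 ± 0.06) and Rarres2 (0.25 ± 0.07) had higher values, and P2ry12 (-0.47 ± 0.10), Nrg1 (-0.31 ± 0.07), Ascc3 (-0.41 ± 0.09), Ash1l (-0.31 ± 0.08), Nepn (-0.28 ± 0.07) and Ctla2a (-0.30 ± 0.08) had lower ones. Hyou1 and P2ry12 passed adjusted over their lists alone, as they did in the other regions. Limma called 0 probe sets, with 1193 at an unadjusted p under 0.05, and 1 with array weights. Lamotrigine replicates 3 and 5 and injection vehicle replicate 2 had choroid plexus levels of 9.39, 9.61 and 9.58, and without the 5 striatum arrays high in choroid plexus genes, these 3 and LiCl replicates 1 and 2, the channel (adjusted p = 0.0629), ribosomal (adjusted p = 0.104), glutamate receptor (adjusted p = 0.0646), synaptic vesicle (adjusted p = 0.811), proliferation (adjusted p = 0.959) and sodium channel (adjusted p = 0.521) lists were not called. With 1 array left out, the immediate early list was lost without injection vehicle replicate 4 or lamotrigine replicate 1 or 5 (highest adjusted p = 0.572), and the blood list without lamotrigine replicate 2 (highest adjusted p = 0.1). The ribosomal (0.0582), sodium channel (0.343), glutamate receptor (0.305), synaptic vesicle (0.255) and proliferation (0.169) lists were lost in 2 to 6 of the 10 such fits, with these as the highest adjusted p, and each of injection vehicle replicates 1, 2, 3 and 5 and lamotrigine replicates 2, 3 and 5 was behind some of the losses. The sodium channel list was also lost with the 3' to 5' covariate (adjusted p = 0.0981) and quantile normalization (adjusted p = 0.0627), the synaptic vesicle list with that covariate (adjusted p = 0.0549) and the proliferation list with dim probe sets left out (adjusted p = 0.0946).

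**Figure D4:**
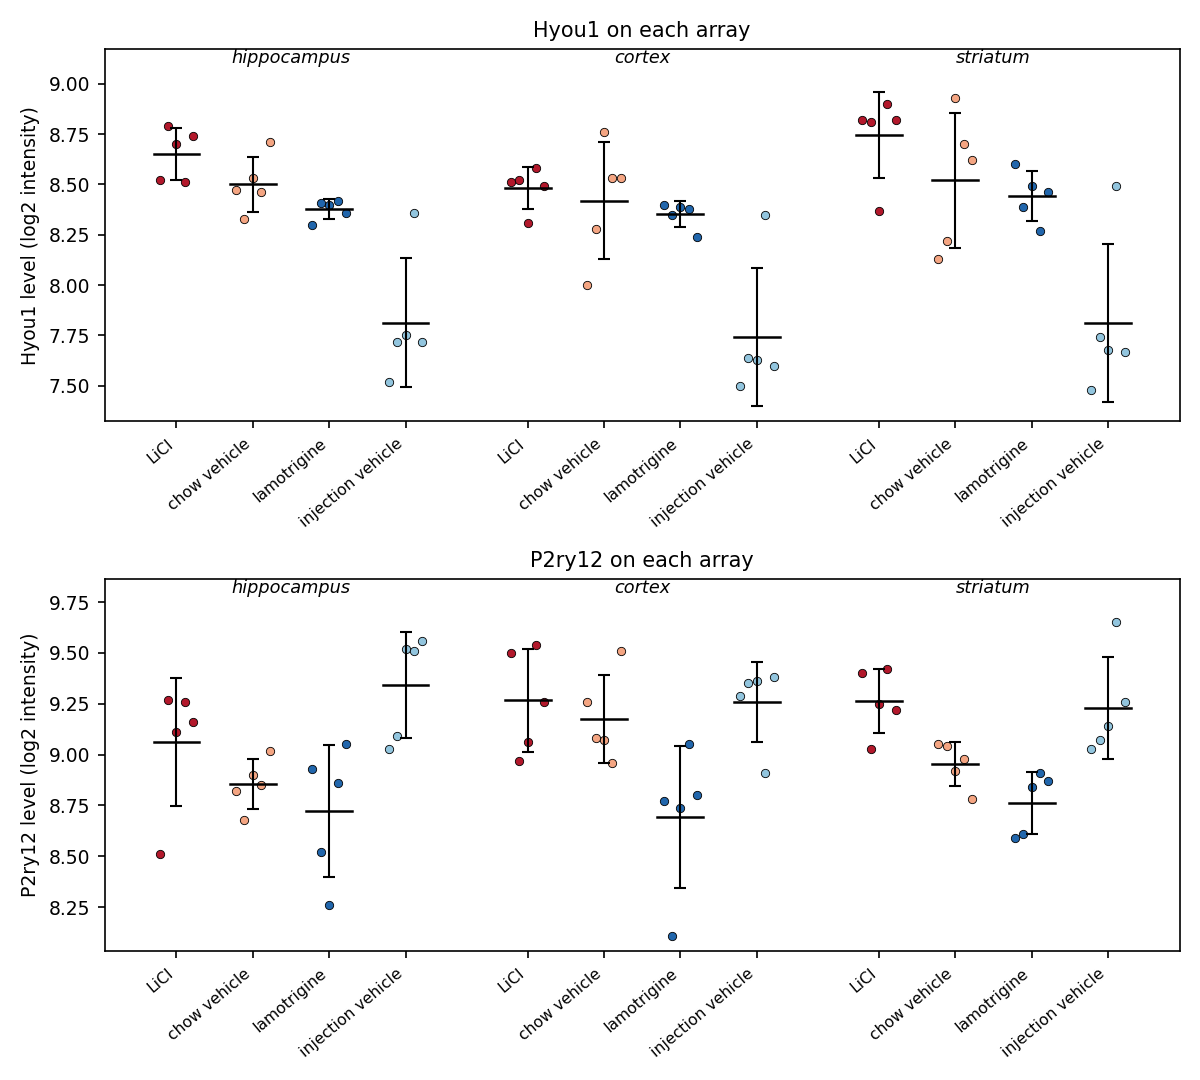
Log2 levels of Hyou1 (top) and P2ry12 (bottom) on each array, by region and treatment. Dots are arrays, bars the group mean with its SD (n = 5). Hyou1 is at 7.48 to 7.75 on 12 injection vehicle arrays and at 8.35 to 8.49 on the 3 of replicate 4, while the 15 lamotrigine arrays lie at 8.24 to 8.60. P2ry12 is drawn from 1 probe set in all regions, whose cortex difference is -0.57.

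Whether the lamotrigine effect differed between regions was tested in the same way as for LiCl. Limma called 0 probe sets (1715 at an unadjusted p under 0.05, smallest adjusted p = 0.45). The sign of the lamotrigine value of Hyou1 and of P2ry12 was the same in the 3 regions, but these are regions of the same 10 animals and no separate evidence. Across probe sets the lamotrigine changes had r = 0.283 between hippocampus and cortex, 0.066 between hippocampus and striatum and 0.324 between cortex and striatum, and relabelling whole animals gave r as far from 0 in 53, 79 and 20 of 100 draws.

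The effects of the drugs were also set against each other. In the cortex the LiCl effect minus the lamotrigine effect was called at 4 probe sets. The transfer RNA synthetase Hars1 changed by -0.48 ± 0.06 with LiCl and 0.03 ± 0.06 with lamotrigine (adjusted p = 0.0297), the lamin-interacting Mlip by -0.51 ± 0.06 and 0.03 ± 0.06 (adjusted p = 0.031), and the GTPase Rac2 of blood-derived and microglial cells by 0.47 ± 0.07 and -0.17 ± 0.07 (adjusted p = 0.031). The last of the 4 is unnamed here. Limma called 0 in the hippocampus (4468 at an unadjusted p under 0.05) and 0 in the striatum (2485), and the cortex had 4487 at that level. The cortex count was 0 with quantile normalization and 0 without any 1 of LiCl replicates 1 and 5, chow vehicle replicates 2, 4 and 5, injection vehicle replicates 3, 4 and 5 (the last of these is the 1 cortex array high in choroid plexus genes) and lamotrigine replicates 2 and 5. It was 1 without LiCl replicate 3 or injection vehicle replicate 2, 2 without chow vehicle replicate 3, 10 without LiCl replicate 4, 12 without chow vehicle replicate 1 and 88 without lamotrigine replicate 3, and the hippocampus count was 167 without chow vehicle replicate 5.

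The vehicles, which differ in injection and in chow, were compared as the background of both drugs. In the hippocampus 5747 probe sets were called between them (18.5%; 3388 higher and 2359 lower in the injection vehicle), in the cortex 5875 (18.9%; 2769 and 3106) and in the striatum 2119 (6.83%; 1188 and 931). The balance depended on the scaling: with arrays centred on their medians 2623 were higher and 4252 lower in the hippocampus, 2225 and 4836 in the cortex and 1029 and 1536 in the striatum. In the hippocampus the genes of smallest p were Ireb2 (higher by 1.23 on the log2 scale), Cpsf6 (1.2), Eps15 (0.94), Aff4 (1.27), Rab10 (1.02), Eif4g2 (0.80) and Usp32 (0.78), and Pkp4 (-1.11). In the cortex they were Tbl1x (1.48, adjusted p = 1.92e-11), Kif5a (0.94), Gabbr2 (-0.78), Ogt (0.82), Zfp451 (0.90), Ttc3 (0.74), Dcaf6 (-1.07) and Sf3b1 (0.89). In the striatum they were Tbl1x (1.44, adjusted p = 2.41e-09), Map2 (1.14), Aff4 (1.23), Dzip3 (1.44), Ash1l (1.16), Tab3 (1.06), Atrx (1.35) and Xiap (1.46). Across probe sets the vehicle differences had r = 0.641 between hippocampus and cortex, 0.596 between hippocampus and striatum and 0.73 between cortex and striatum. The hippocampus count was 1230 with the spread of each array as a covariate and 3475 without the arrays high in choroid plexus genes. No LiCl array was set against a lamotrigine array directly.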

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

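The tests on choroid plexus genes in the striatum, the fits with the spread of each array or with tissue levels as covariates, and the fits without the arrays high in choroid plexus genes were chosen only after the results were seen, as was the relabelling of whole animals for the LiCl effect between regions. The tests of the spread and of tissue in the cortex were set before their results were seen, but the requirement that they also hold with each array left out, and for the spread against shuffled values, was added after.

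The LiCl effect differed between regions at 5348 probe sets by the test of the difference itself, led by Rpia (adjusted p = 5.57e-08), RT1-CE12 (1.42e-07), Eln (1.42e-07), Pdlim5 (3.67e-07), Zfp423 (4e-07), Nfatc4 (4.05e-07), Tead2 (2.51e-06) and Kcne3 (2.95e-06). Each of these 8 genes was higher with LiCl in the cortex and lower in the hippocampus and the striatum, while the spread of the array values was lower with LiCl in the cortex (3.37 against 3.58) and higher in the hippocampus (3.59 against 3.48) and the striatum (3.53 against 3.46). In control probe sets that enter no comparison, the level of the hybridisation controls of the hippocampus was at least 10.88 on the chow arm arrays and 10.63 to 10.84 on the injection arm arrays.

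Single arrays lay far from the other 4 of their group, by a gap over the range above Dixon's critical value of 0.71, in 8 of 108 groups of array measures and in 34 of 448 groups of named genes, while about 1 in 20 groups would hold such an array by chance. In the hippocampus, chow vehicle replicate 5 had a choroid plexus level of 7.57 (others 6.18 to 6.46), and blood cell levels were 7.61 on LiCl replicate 1 (others 7.08 to 7.22) and 8.99 on lamotrigine replicate 4 (others 7.24 to 7.53), the array on which the neutrophil gene S100a9 was at 9.04 (others 3.97 to 4.93). In the cortex, the spread was 3.58 on injection vehicle replicate 3 (others 3.52 to 3.53), the meningeal level 7.79 on lamotrigine replicate 3 (others 5.99 to 6.08), and the hybridisation control level 9.37 on injection vehicle replicate 1 (others 10.92 to 11.23) and 12.28 on chow vehicle replicate 5 (others 11 to 11.36). In the striatum, injection vehicle replicate 2 had a choroid plexus level of 9.58 (others 6.21 to 7.01).

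Among the LiCl comparisons such arrays were found in the hippocampus for Slc6a20b (4.34 on LiCl replicate 3) and Rims1 (7.65 on LiCl replicate 4). In the cortex they were found for RT1-Db1 (5.98) and Ntng1 (5.91) on LiCl replicates 4 and 3, for Bhlhe40 (8.49) and Hspa1a (5.85) on replicate 2, for Vamp1 (10.12) on replicate 1, for Ccn1 (3.49) and Fezf2 (8.65) on chow vehicle replicate 1, for Cacna2d1 (10.58) on replicate 3, for RT1-Ba (7.7) and Fdft1 (9.25) on replicate 4, and for Slc6a13 (5.82) and Cux2 (9) on replicate 5 of that vehicle. In the striatum they were found for Pdia6 (10.87), Afg1l (7.91) and Cacna1b (8.01) on LiCl replicates 1, 2 and 3, and for Cfap107 (4.75) and Glul (11.96) on chow vehicle replicate 1.

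Among the lamotrigine comparisons they were found on injection vehicle replicate 1 for Rap2b (6.46 in the hippocampus, 5.89 in the cortex), Nr4a1 (9.13, hippocampus) and Ascc3 (4.99, striatum), on replicate 2 for Junb (7.93, hippocampus) and on replicate 3 for Cacna1e (6.59, striatum). Injection vehicle replicate 4 stood apart for Hyou1 in the hippocampus (8.36), cortex (8.35) and striatum (8.49) and for P2ry12 in the cortex (8.91). On lamotrigine arrays they were found for Hyou1 (8.24, cortex replicate 5), Maff (3.84, cortex replicate 4), Rarres2 (9.1, striatum replicate 3) and Ctla2a (5.24, striatum replicate 4).

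In the LiCl cortex many dim probe sets were higher and many bright ones lower. Hybridisation controls of 3 of the 5 LiCl arrays lay in the chow vehicle range, which replicate 5 widens (12.28). A hybridisation difference so stays open, and labelling was not tested. The narrower spread of the LiCl arrays (by a difference of -0.21) stays open. Changes predicted from the spread within the other 15 arrays had r = 0.63 with those measured over the 4164 called probe sets. This is above the 0.5 set beforehand, but r was 0.483 to 0.723 with 1 array left out. Of 100 draws with shuffled spreads, the real one included, 7 came as high. Over all probe sets r was 0.31. At the called probe sets the prediction gave a median of 35.9% of the LiCl change. With the spread as a covariate the median absolute change of these probe sets went from 0.30 (median SE 0.08) to 0.18 (median SE 0.13), 93.4% kept their sign and 0 were called, since the change became smaller and its SE larger. With choroid plexus and meningeal levels as covariates 2238 probe sets were called, over the bound set beforehand for rejecting such tissue as the cause, but the count was 262 without LiCl replicate 5 and 2865 without LiCl replicate 2, so tissue cannot be told apart from a LiCl effect, which stays open too.

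In the striatum choroid plexus genes had higher values in the LiCl group. A LiCl effect shared by the 5 animals stays open. List means lay above every chow vehicle array (at most 6.7) on 3 of 5, but replicates 3 to 5 had 6.83, 6.46 and 6.68. Choroid plexus tissue in LiCl replicates 1 and 2 stays open as well: on replicate 1, 78.6% of the 14 genes lay above every chow vehicle array and on replicate 2, 92.9%, short on the first of the share set for both, with Ttr, known as a main product of the choroid plexus, at 14.52 and 14.37 against 7.58 to 10.77 in the chow vehicle. On LiCl replicates 3, 4 and 5 the share was 50%, 7.14% and 28.6% and Ttr was at 12.07, 10.72 and 11.53, so that 2 of these also exceeded every chow vehicle array in Ttr. Similar levels on lamotrigine replicates 3 and 5 and injection vehicle replicate 2 (9.39, 9.61 and 9.58) show that arrays without LiCl can reach them.

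The vehicles differed at 5747, 5875 and 2119 probe sets in hippocampus, cortex and striatum. An array batch that follows the arms cannot be told apart from the treatment, as each arm has its own vehicle. Hybridisation controls separated the arms in the hippocampus, with 2 of 20 striatum and 15 of 20 cortex arrays inside the other range. A stress response to injection stays open in the same way: the glucocorticoid list was called higher in the injection vehicle in 1 region, the striatum (adjusted p = 0.00373; adjusted p = 0.574 with an estimated correlation), and not in the hippocampus (0.142) or the cortex (0.182). Chow, handling, housing and cortical tissue in the striatum samples were not tested.

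Each count was set against other splits of the same arrays, 100 in all with the real one. For LiCl in the cortex chance can be excluded (1 of 100 as large, with 4164 called and at most 11 in another split). In the hippocampus it cannot (2 of 100), as 73 were called and another split called 95. It can be excluded between the vehicles in the hippocampus (1 of 100, with 5747 called and at most 1287 otherwise), cortex (1 of 100, with 5875 called and at most 106 otherwise) and striatum (1 of 100, with 2119 called and at most 1 otherwise), between the drugs in the cortex (1 of 100, with 4 called and at most 1 otherwise), and for the LiCl effect between regions, with whole animals relabelled (1 of 100, with 5348 called and at most 3669 otherwise). It cannot be excluded for lamotrigine in the hippocampus (11 of 100, with 1 called and at most 4130 otherwise). Where 0 probe sets were called every split is as large (100 of 100), so the splits say nothing about chance. This holds for LiCl in the striatum (at most 1 in another split), lamotrigine in the cortex (131), in the striatum (1711) and between regions (275), and the drugs in the hippocampus (34) and striatum (129). Splits that call 4130 and 1711 probe sets where lamotrigine calls 1 and 0 point to a structure of the injection arm samples that does not follow the drug. For the lists chance cannot be excluded in any drug comparison: 72, 17 and 55 of 100 splits called as many for LiCl in hippocampus, cortex and striatum (3, 9 and 6 lists, with at most 11, 17 and 14 otherwise), and 71, 88 and 68 for lamotrigine (6, 3 and 8 lists, with at most 18, 17 and 19 otherwise).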

How the results depend on the processing

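Chosen only after the data were seen were the spread covariate, the tissue covariates, the fits without the arrays high in choroid plexus genes and the exchange of 2 animal numbers. The cause of the changes below was not tested, except that a looser threshold raises a count and a minimum fold lowers it. For LiCl in the hippocampus the 73 calls became 127 without the intensity trend, 26 with quantile normalization, 471 with array weights, 387 at an adjusted p under 0.10, 154 with all 60 arrays and the animal block, 0 with the spread covariate and 1 without the high choroid plexus arrays. For LiCl in the cortex the 4164 became 1361 (713 higher, 648 lower) with quantile normalization, 6523 with array weights, 2355 with 1 probe set per gene, 6938 at the looser threshold, 2725 at a fold of at least 1.2, 0 with the spread covariate and 2238 with the tissue covariates. For LiCl in the striatum the 0 became 3 without the trend, 53 with weights, 2 at the looser threshold, 104 with 60 arrays and the animal block, and 2 with the spread covariate. For lamotrigine, the 1 of the hippocampus became 0 with 1 probe set per gene, with the 2 groups alone, with the spread covariate and without the high choroid plexus arrays, the 0 of the cortex became 2 without those arrays (there injection vehicle replicate 5 alone), and the 0 of the striatum 1 with weights and 1 with 1 probe set per gene. Between the drugs, the hippocampus went from 0 to 1 with the dim filter, 29 without the trend, 196 at the looser threshold and 4 without the high choroid plexus arrays, the cortex from 4 to 0 with quantile normalization, 118 at the looser threshold, 2 with the spread covariate and 0 without those arrays, and the striatum from 0 to 1 with the spread covariate. Between the vehicles the hippocampus went from 5747 to 1230 with the spread covariate and 3475 without those arrays, and the striatum from 2119 to 3269 at the looser threshold. The 5348 of LiCl between regions became 3129 with the dim filter, 2139 with quantile normalization over all arrays and 8 with the spread covariate. Counts of lists were 0 with an estimated correlation and 0 with fry in every drug comparison, except 14 with fry for LiCl in the cortex. Lists for LiCl went from 3 to 7 in the hippocampus with the spread covariate, and in the cortex from 9 to 15 with all probe sets of a gene, 2 with quantile normalization, of which 1 was among the 9, and 15 with the spread covariate, of which 5 were. Lists for lamotrigine went from 6 to 1 in the hippocampus with the spread covariate, from 3 to 6 in the cortex with the dim filter or quantile normalization, and from 8 to 13 in the striatum with all probe sets of a gene. Replicate numbers do not pair the samples: same-numbered arrays correlated above 0.1 in 0 or 1 of 5 pairs and 0 or 1 arrays per comparison went best with their own number. The replicate block gave 28 calls for LiCl in the hippocampus, 0 for lamotrigine there and 7 lists for lamotrigine in the cortex. With 1 array left out, calls ranged from 5 to 256, 2094 to 3974 and 0 to 8 for LiCl in hippocampus, cortex and striatum, from 0 to 3, 0 to 2 and 0 to 0 for lamotrigine, from 0 to 167, 0 to 88 and 0 to 0 between the drugs, and from 4413 to 6199, 4823 to 5498 and 1514 to 2064 between the vehicles, and from 3810 to 5955 for LiCl and 0 to 1 for lamotrigine between regions. Lists ranged from 1 to 5, 7 to 11 and 3 to 8 for LiCl and from 2 to 13, 0 to 10 and 4 to 17 for lamotrigine. The arrays that moved these counts most were, for LiCl, chow vehicle replicate 2 (1 list without it) and LiCl replicate 4 or chow vehicle replicate 3 (5) in the hippocampus and LiCl replicate 3 (3) in the striatum. For lamotrigine in the hippocampus they were lamotrigine replicates 4, 3 and 2 (2, 3 and 11 lists without them) and injection vehicle replicate 2 (13). In the cortex they were lamotrigine replicates 2, 1 and 3 (0, 5 and 8) and injection vehicle replicates 3, 1, 4 and 2 (1, 7, 7 and 10), and in the striatum lamotrigine replicates 5 and 4 (4 and 17) and injection vehicle replicates 1 and 4 (5 and 13). Between regions 1 probe set was called for lamotrigine without cortex lamotrigine replicate 2, and between the drugs in the hippocampus 1 was called without LiCl replicate 1 and 2 without LiCl replicate 2 or injection vehicle replicate 3. Over the 224 values of named genes, Ccl4 in the LiCl cortex reversed with the spread covariate (-0.025). No other reversed in the settings run for them, of which the dim filter covered 178 values, 1 probe set per gene 192 and the tissue covariates 78, and arrays were left out in turn only for the called genes of LiCl in hippocampus and cortex. Of these values, 99 lost their call with the spread covariate, 45 with quantile normalization, 28 without the high choroid plexus arrays and 23 with 60 arrays and the animal block. Of the called genes named, 13 of 26 in the hippocampus and 42 of 74 in the cortex kept their call with quantile normalization. How far the signal lies above background was not given per probe set, so dim probe sets could only be left out by level.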

Other observations

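The tests of the gene lists between the vehicles were not part of the design set beforehand, and the levels of single animals and the check of the animal numbers were looked at only after the data were seen. Between the vehicles, lists of genes with higher values in the injection vehicle were nuclear genes of oxidative phosphorylation (31 of 36, camera adjusted p = 0.0013) and myelin genes (19 of 20, adjusted p = 0.01) in the hippocampus, with adjusted p = 0.885 with an estimated correlation for both. In the cortex they were glutamate receptors and scaffolds (20 of 30, adjusted p = 0.000454), circadian clock genes (11 of 19, adjusted p = 0.0149) and choroid plexus genes (12 of 14, adjusted p = 0.0133), with adjusted p of 0.353, 0.353 and 0.499 with an estimated correlation. In the striatum the circadian list (adjusted p = 0.00373), the glutamate receptor list (0.00373), the synaptic vesicle list (0.04), the choroid plexus list (0.00418) and the cortical neuron list (0.0061) were called besides the glucocorticoid list, and the adjusted p with an estimated correlation lay between 0.521 and 0.678 for these 6. The same injection vehicle arrays enter the lamotrigine comparison of the hippocampus, in which the myelin and the oxidative phosphorylation lists had lower values. In lists not called between the vehicles, the injection vehicle of the hippocampus had higher values in 5 of 22 immediate early genes (median -0.155, adjusted p = 0.117), 2 of 14 endothelial genes (median -0.156, adjusted p = 0.0814) and 13 of 15 microglial genes (median 0.111, adjusted p = 0.124), the reverse of the lamotrigine comparison. The mean level of immediate early genes there was 7.66 ± 0.13 in the chow vehicle, 7.52 ± 0.08 in the injection vehicle and 7.70 ± 0.15 with lamotrigine (n = 5 each).

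Arc levels differed between animals of the lamotrigine group in all 3 regions. Replicates 1 to 5 had Arc at 9.57, 8.93, 8.67, 8.51 and 9.22 in the hippocampus, 10.59, 10.03, 9.32, 8.92 and 10.39 in the cortex and 10.33, 9.53, 8.47, 8.44 and 9.82 in the striatum, where the injection vehicle lay at 8.24 to 8.72, 9.03 to 9.89 and 8.26 to 9.22. In this arm the same replicate number is the same animal in each region. Arc in the LiCl striatum was at 9.15, 9.43, 9.20, 10.26 and 10.26, against 8.55 to 8.75 in the chow vehicle. In the LiCl cortex the groups overlapped, with Arc at 9.32, 9.1, 9.47, 10 and 10.15 against 9.25 to 9.88.

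Hyou1 values of the injection vehicle replicates 1 to 5 were 7.52, 7.72, 7.75, 8.36 and 7.72 in the hippocampus, 7.5, 7.64, 7.63, 8.35 and 7.6 in the cortex and 7.48, 7.74, 7.68, 8.49 and 7.67 in the striatum, with replicate 4 at the level of the 15 LiCl arrays (8.31 to 8.9) and the 15 chow vehicle arrays (8 to 8.93). Rap2b was at 6.46, 5.89 and 6.19 on injection vehicle replicate 1 in these regions and at 5.20 to 5.67 on the other 12 arrays, while the lamotrigine arrays lay at 5.59 to 7.34. As each replicate number is 1 animal, the 3 regions do not test these genes separately.

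A check of the animal numbers used 86 probe sets whose level followed the animal. Of 22 same-number pairs between regions, 18 matched their own number best, and the exceptions included the striatum arrays of chow vehicle animals 52 and 53, each closest to the other's number in the cortex. Both belong to 1 group, so no comparison of groups within a region depends on it, and with these numbers exchanged the animal correlation was 0.141.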
